A study of Homo sapiens with 3 samples.

How the data were processed

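The material was hCMEC/D3, an immortalized line of human brain microvascular endothelial cells, the cells that line the small vessels of the brain. Per the labels, the cells were grown to confluence on collagen. There were 3 libraries: RNA replicates 1 and 2, and ATAC replicate 2. ATAC-seq uses the Tn5 transposase to cut and tag accessible DNA, so read ends accumulate where chromatin is open. The grouping and the replicate numbers were taken from the sample titles. The deposited RNA tables are named with another abbreviation of the cells than the sample titles, and the identity of the libraries rests on the titles and the cell line label alone. No assay had a second group, so no test between groups was made. The design gives description only, across the 2 RNA libraries and within the 1 ATAC library, and no p-value was computed across genes, transcripts or peaks because these are not replicates.

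For each RNA library the authors deposited 1 table of Ensembl transcript identifiers. Its columns, per the file headers, are the transcript length, the effective length, TPM (transcript abundance scaled for length and to a fixed library total) and the estimated count of reads. The estimated counts, deposited without normalization, are not whole where reads are shared between transcripts, and TPM summed to 1000000 in each deposited table. The quantification program, its version and the annotation release are stated in neither the labels nor the headers. Estimated reads came to 27359569.8 for replicate 1 and 22313574 for replicate 2, against a depth of 20000000 reads per the labels. The smallest detectable level, set at 3 reads, was 0.110 RPM (estimated reads scaled to the library total) in replicate 1 and 0.134 in replicate 2. Intervals and floors cover counting error only.

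The ATAC file is a broad peak list with the pileup signal, the fold enrichment ratio, −log10 p-value and −log10 q-value of each peak, made by the authors with MACS 2.2.7.1, per the file headers. Peaks were called on 1 library without a control, with tags shifted by -100 bp and extended to 200 bp, at q of 0.05 for strong and 0.1 for broad regions, in single-end mode although the labels describe paired-end sequencing. The header gives 31532245 tags, of which 22188172 remained after keeping 1 tag per position, and an effective genome size of 1870000000 bp, which is the mouse preset of the caller. The aligner, the genome build and any exclusion list are not stated. Fold and q are the authors' values for each peak and were used only to describe, rank or filter peaks within this list.

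The reference tables used here pair gene identifiers with symbols and do not link Ensembl transcript identifiers to genes. The RNA results were therefore computed per transcript, not per gene. The planned expression of gene panels, the planned relation of promoter peaks to expression and the planned choice of 1 start site per gene by expression were not made. The files do not pair transcripts with genes, and at most 2 transcripts in each direction are named, chosen as those with the largest log2 difference among transcripts with at least 100 reads over both libraries.

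Peaks were placed relative to the gene extents of a RefSeq gene table of assembly GRCh38.p14, with 59679 genes on the 24 chromosomes of the peak list, of which 20037 were protein-coding. The peak list names no build, so its coordinates were checked against that table by adding offsets of up to 50 kb to every peak and counting peaks near ends of protein-coding genes. On 23 of the 24 chromosomes the share was higher without an offset than at any offset of at least 2 kb; chromosome Y was the exception. This limit of 2 kb was set after a first comparison with every offset, in which a shift of 1 kb often scored as high, as a window of 1 kb on each side allows. The gene table was thus used for which genes a peak overlaps or lies beside. Gene coordinates of the table are not printed. The table carries no strand, so a start site could not be told from the other end of the gene, and "gene end" below means 1 kb either side of either end of a gene. A peak counted as placed there with an overlap of at least 1 bp. This replaces the planned use of transcript start sites.

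Transcript levels were compared as log2(TPM + 1), which understates changes of low transcripts. Transcripts with a mean TPM of at least 1 entered the fold comparisons. The number of peaks at gene ends was compared with 1000 circular shifts of the peaks along each chromosome. Because shifted peaks can land in long stretches without genes, shifts of 10 to 100 kb were also tried. Gene panels, 121 symbols that all matched the gene table, were written before the data were examined. Each panel's share of genes with a peak was set against 10000 random lists of protein-coding genes of the same size, matched on gene length in 10 bins, in place of the planned match on expression. Shares carry a 95% Wilson interval over genes. The rule for named genes, the panel members with the highest and the lowest TPM, needed expression per gene. Instead the text names panel members with the highest and lowest fold and some of those without a peak, which were chosen after their values were seen; not every panel member is reported here by name. The 5 peaks of highest fold and the 3 widest peaks were named by a rule set before the data were examined.

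The alternatives were other TPM thresholds, another pseudocount, each RNA library alone, RPM in place of TPM, other window sizes, stricter peak filters and a larger minimum overlap. The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The calculations were tested on simulated data, with Poisson counts around a level shared by both libraries and peaks planted inside or outside windows. These checks cover the code only and not the spread between real libraries. Of 13652 transcripts at or above 10 RPM, 172 had been raised 4-fold, of which 100% were recovered at over 2-fold, and 0% of the unchanged ones passed 2-fold. Of 1600 simulated peaks with 50% planted in windows, 50% were recovered there, and 1.92% fell there after shifting.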

Results

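Transcript levels and chromatin accessibility were profiled in hCMEC/D3, a cultured line of human brain endothelial cells. The series accompanies a study of how endothelial cells differ between organs in the mouse. The data comprised 2 RNA-seq libraries and 1 ATAC-seq library, with no other cell type or treatment. Questions open to these data are how closely the RNA replicates agree, where the accessible regions lie, and whether genes used as endothelial and brain endothelial markers carry accessible chromatin at their ends.

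RNA replicate 1 held 27359569.8 estimated reads and RNA replicate 2 held 22313574, over the same 177456 transcripts. Reads were assigned to 62338 transcripts in replicate 1 and to 76998 in replicate 2, the library with fewer reads. At least 1 TPM was reached by 28307 transcripts in replicate 1 and by 42281 in replicate 2. Of these, 22669 transcripts reached 1 TPM in both libraries, 5638 did so only in replicate 1 and 19612 only in replicate 2. The alternative that moved the count shared by both libraries by the largest factor was a threshold of 5 TPM, with 9756 transcripts. The 1000 highest transcripts took 68.4% of the TPM total in replicate 1 and 60.5% in replicate 2. The mean transcript length, weighted by reads, was 2406 bases in replicate 1 and 3286 bases in replicate 2.

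The replicates were compared to establish the error of a single transcript value. Across the 87725 transcripts above 0 TPM in either library, Pearson's r of log2(TPM + 1) was 0.72 and Spearman's rho of TPM was 0.44. Both coefficients run across transcripts, which are not independent replicates. Limiting the comparison to transcripts with a mean of at least 1 TPM moved r most, to 0.55. Of the 39169 transcripts with a mean of at least 1 TPM, 29.2% lay within 1.5-fold of each other (95% Wilson interval 28.7% to 29.6%). The median transcript was higher in replicate 2 by 0.60 on the log2 scale. A difference of over 2-fold in TPM + 1 was found for 15337 transcripts higher in replicate 2 and for 5609 higher in replicate 1. Relative to the median shift, these counts were 10326 and 9370. In RPM, estimated reads scaled to the library total without a correction for length, they were over the same transcripts 10989 and 6502. With 1 library on each side, these differences describe the libraries and have no replicate check.

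**Figure D1:**
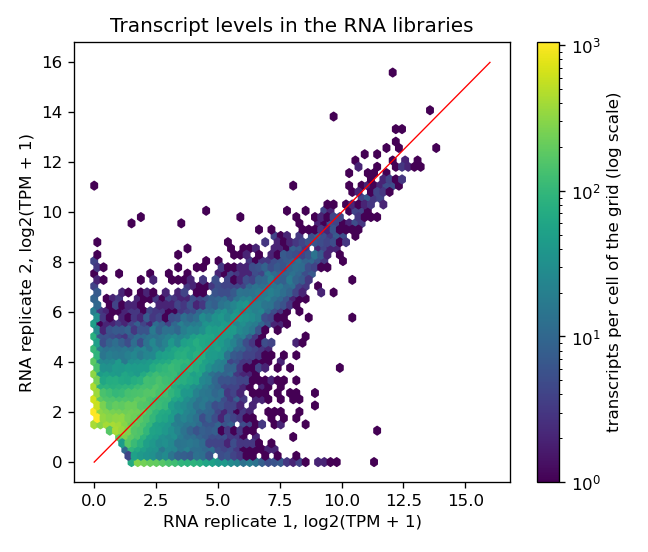
Each axis gives log2(TPM + 1) of a transcript in 1 RNA library, replicate 1 across and replicate 2 up, for the 39169 transcripts with a mean of at least 1 TPM, and the colour gives the number of transcripts on a log scale. The red line marks equal values; transcripts spread widely on both sides of it, and many sit on an axis at 0 in the other library.

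Many transcripts were abundant in one library and nearly absent from the other. At least 100 reads in replicate 1 with at most 3 in replicate 2 were found for 1799 transcripts, and the opposite for 2344. The transcript ENST00000619601.1 of 1086 bases had 61282 reads in replicate 1 and 0 in replicate 2, at least 16660-fold higher in RPM when set against 3 reads. ENST00000464611.1 had 37121 reads in replicate 1 and 11.0 in replicate 2, a 2748-fold difference in RPM. In the other direction, ENST00000570382.1 had 0 reads in replicate 1 and 8942 in replicate 2, at least 3655-fold higher. ENST00000626065.1 had 0 and 1905 reads, at least 778-fold higher in replicate 2. These are estimates for single isoforms, and reads shared between overlapping isoforms can be assigned differently in each library.

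The difference between the libraries varied with transcript length. In 10 groups of increasing length, the median log2 difference in TPM (replicate 2 minus replicate 1) was 1.25 for transcripts of 546 to 641 bases, 0.10 for those of 1007 to 1457 bases and 1.07 for those of 4721 to 27173 bases. In RPM the corresponding medians were 0.56, -0.23 and 0.92. The share within 1.5-fold was highest, at 43.5%, for transcripts of 1458 to 1920 bases and lowest, at 18.9%, for those of 546 to 641 bases.

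**Figure D2:**
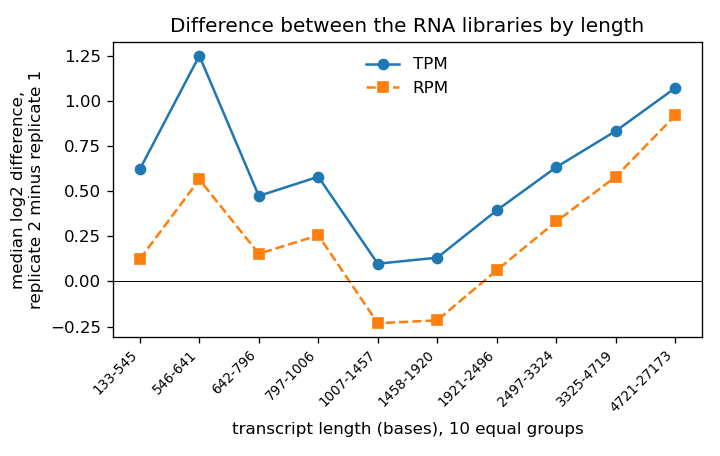
The median log2 difference between the RNA libraries, replicate 2 minus replicate 1, is plotted for 10 groups of transcripts by length in bases, as TPM (circles) and as RPM (squares). The TPM curve peaks at 1.25 for 546 to 641 bases, falls to 0.10 for 1007 to 1457 bases and rises again to 1.07 for the longest group, and the RPM curve runs below it in each group.

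The ATAC library yielded 106415 broad peaks from 22188172 tags, covering 60.7 Mb. Peak width ran from 200 to 3580 bp with a median of 452 bp (quartiles 297 and 724 bp). Fold enrichment ran from 1.29 to 20.8 with a median of 4.49 (quartiles 3.57 and 5.80). The fold of a peak is its pileup over a local background that the caller estimates from the same library within 10000 bp, with a floor set by the genome size. The floor computed from the mouse genome size in the header was 2.37 tags, and 36977 peaks (34.7%) sat at it. Peak density ran from 18.7 per Mb on chromosome X to 64.0 per Mb on chromosome 19, apart from chromosome Y, where 25 peaks were called.

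Peaks were then placed relative to annotated genes. Of all peaks, 23828 (22.4%, 95% Wilson interval 22.1% to 22.6%) lay at a gene end. Over 1000 circular shifts the mean was 8599 peaks and the highest 9244, giving a 2.77-fold excess (2.65 to 2.89 over the central 95% of shifts). The alternative that raised this excess most was the ends of protein-coding genes alone, with 4.48-fold, and shifts of only 10 to 100 kb lowered it most, to 1.97-fold. In a separate set of 100 circular shifts, peaks inside genes but away from their ends made up a mean of 50.9%, against 51.8% of the called peaks. Peaks between genes made up 25.8%, against 41.0% in those shifts. These 2 shares were not set against local shifts, which lowered the excess at gene ends, so the deficit between genes may be overstated. Peaks at gene ends had a median width of 786 bp and a median pileup of 34.3 tags, compared with 391 bp and 18.9 tags between genes. Their median fold differed little, at 4.64 and 4.50, with a median local background of 6.16 tags at gene ends and 2.66 tags between genes.

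**Figure D3:**
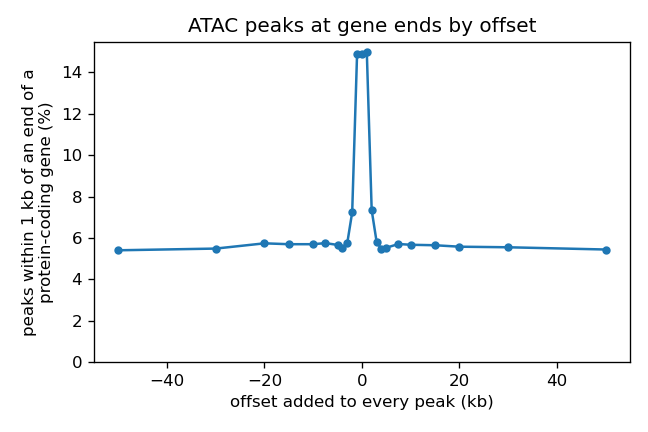
The share of ATAC peaks within 1 kb of an end of a protein-coding gene, in percent, is plotted against an offset in kb added to the position of every peak. The share was 14.9% without an offset and averaged 5.68% at 10 kb and 5.42% at 50 kb in either direction.

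At least 1 peak lay at an end of 14595 of the 20037 protein-coding genes (72.8%, 95% Wilson interval 72.2% to 73.5%). Requiring a fold of at least 4 moved this share most, to 56.0%. The share was 38.2% for long noncoding RNA genes, 42.5% for transcribed pseudogenes, 11.0% for genes annotated as pseudogenes without that mark and 14.3% for small nucleolar RNA genes, and it was 77.9% for the 443 transfer RNA genes. These shares were not matched on gene length. The median length was 73 bp for transfer RNA genes and 24115 bp for protein-coding genes. In short genes the windows at both ends overlap, so less sequence was searched. Among chromosomes other than Y, chromosome X had the lowest share of protein-coding genes with an end peak, 54.1%, and chromosome 16 the highest, 79.2%.

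The 3 widest peaks were on chromosome 6 from 131945831 to 131949410, overlapping CCN2 and CCN2-AS1, on chromosome 6 from 26042844 to 26046371, overlapping H2BC3, H2AC5P and H3C3, and on chromosome 1 from 81800301 to 81803804, within ADGRL2. Their folds were 1.85, 2.70 and 2.68. None of the 5 peaks of highest fold lay at a gene end. The highest, with a fold of 20.8 and a width of 391 bp, was on chromosome 13 from 109424040 to 109424430, between genes. The second, with a fold of 17.99, was on chromosome 2 from 148881661 to 148881942, within KIF5C and KIF5C-AS1. The remaining folds were 15.5 for a peak within SLCO5A1, 14.6 for a peak within PDZRN4 and 14.4 for a peak between genes. The local background was 5.42 tags at the peak of highest fold and 2.37 to 2.49 tags at the others, at or near the floor of 2.37 tags. Their high fold thus rests in part on a low background. No exclusion list is stated, and whether these peaks are artifacts of read alignment was not tested. Positions are those of the authors' peak list, which names no genome build.

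Gene panels fixed before the data were examined were used to ask whether endothelial genes carried accessible ends. The plan named a share of genes with a peak for the brain endothelial panel only. The shares of the other panels, the general endothelial panel among them, were additions to the plan. Of 22 genes used as general endothelial markers, 21 (95.5%, 95% Wilson interval 78.2% to 99.2%) had a peak at an end, against a mean of 72.0% over random lists matched on gene length, which put the panel at the 99.7th percentile. FLI1 had no peak at an end and 17 peaks within the gene and 1 kb around it. The highest fold in the panel was 4.71 at TIE1, for a peak on chromosome 1 from 43300472 to 43301333. The lowest was 1.87 at EGFL7, on chromosome 9 from 136673028 to 136675272, where the pileup was 75.0 tags. CDH5, which encodes VE-cadherin, had a peak on chromosome 16 from 66366371 to 66366822 with a pileup of 62.6 tags and a fold of 3.74. Where a gene had several end peaks, the values are those of the peak with the highest pileup.

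Of 34 genes used as markers of brain endothelium, its transporters, junctions and Wnt signalling, 28 (82.4%, 95% Wilson interval 66.5% to 91.7%) had a peak at an end. The mean of matched random lists was 75.8%, and the panel stood at the 81.4th percentile, so its share was within the range of random lists. Its end peaks had a median pileup of 29.6 tags, at the 0.16th percentile of matched lists of genes with an end peak, and a median fold of 4.05, at the 0.18th. The junction gene CLDN5 had a peak on chromosome 22 from 19523064 to 19525068 with a pileup of 51.0 tags and a fold of 2.82, and the glucose transporter gene SLC2A1 a peak on chromosome 1 from 42957828 to 42959509 with a pileup of 65.5 tags and a fold of 3.90. The highest fold was 6.83 at TJP1 and the lowest 2.75 at APCDD1, where the pileup was 8.27 tags. Genes without an end peak included SLCO2B1, SLCO1C1, SLCO1A2, TCF7 and TNFRSF19. For SLCO1C1, no peak was called within the gene or 1 kb around it.

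The other panels served as a background measured in the same way. An end peak was found for 9 of 17 genes of fenestrated or peripheral endothelium (52.9%, 1.86th percentile of matched random lists) and for 14 of 23 genes of other brain cell types (60.9%, 6.25th percentile). It was found for 13 of 15 mesenchymal genes (86.7%, 87.7th percentile) and for 10 of 10 housekeeping genes (98.4th percentile). The Wilson intervals of the brain endothelial panel and of the panel of other brain cell types, 40.8% to 77.8%, overlapped.

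In all, 6 panels were examined under 7 peak and window settings, 42 shares, and no correction was made for their number. The position of the endothelial panel changed with the peak filter. With peaks of −log10 q of at least 5 only, 16 of its 22 genes (72.7%) had an end peak, at the 75.4th percentile of random lists, whose mean was 65.7%. With peaks of at least 4-fold only, 3 of its 22 genes (13.6%) kept an end peak, below all 10000 random lists, whose mean was 55.1%. When as many peaks were kept by highest pileup instead, 18 of the 22 genes (81.8%) kept one, at the 96.0th percentile. The median fold of the panel's end peaks was 3.31, compared with 5.02 over the 14595 protein-coding genes with an end peak, and the median local background was 11.5 tags, compared with 7.88.

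**Figure D4:**
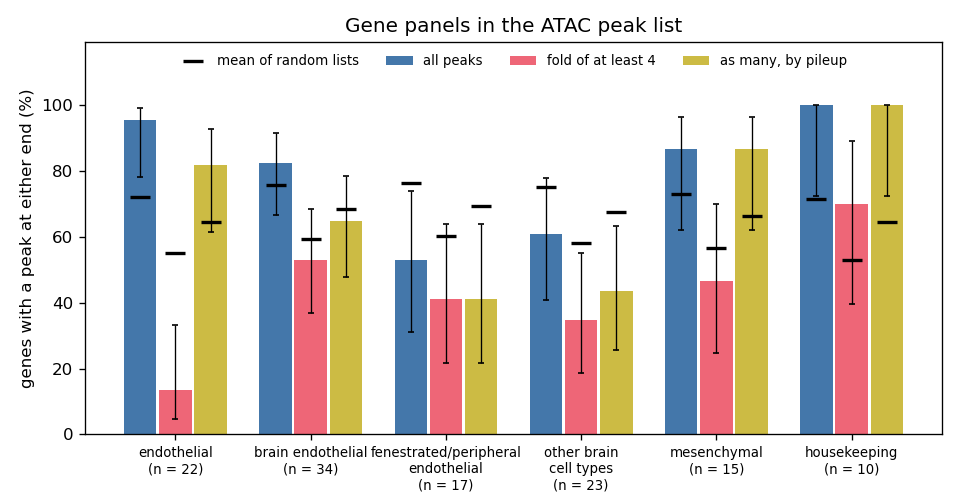
Bars give the percentage of genes of each panel with an ATAC peak within 1 kb of either gene end, for all peaks, for peaks of at least 4-fold, and for as many peaks taken by pileup; error bars are 95% Wilson intervals over genes and black dashes the mean of 10000 random lists matched on gene length. The endothelial panel stands at 95.5%, 13.6% and 81.8% under these 3 peak sets.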

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

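The peak filters, window sizes, TPM thresholds, pseudocount and RPM were set before the data were examined. Transcript length, median centring, protein-coding ends, local shifts, the pileup filter, the human genome size and every alternative for panels other than brain endothelial and for all protein-coding genes were chosen after seeing the data. Among the panels, a share of genes with a peak was planned for the brain endothelial panel alone. No paired analysis was possible because the RNA and ATAC groups share a single replicate number. The planned results that join expression to genes, all annotated genes against protein-coding genes for those results, the rescaling over protein-coding genes and 1 start site per gene by TPM were not run. Of 67 alternative values, 30 stayed near the reported value and 37 moved. Near means within 1.5-fold for a count, within the 95% Wilson interval for a share, within the central 95% of shifts for the excess at gene ends, and within a 95% Fisher interval for the correlation, which is narrow because it treats transcripts as independent; the cause of each move was not tested except where given.

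The 22669 transcripts shared at 1 TPM became 9756 at 5 TPM, and ran from 28307 to 42281 with either library alone. The correlation of 0.72 ranged from 0.55 (mean of at least 1 TPM) and 0.58 (pseudocount 0.1) to 0.76 in RPM (0.762) and for transcripts of at least 1000 bases (0.756). The share within 1.5-fold was 29.7% at 0.5 TPM, 33.0% at 5 TPM and 23.7% with pseudocount 0.1. It was 31.7% after median centring and 33.3% for transcripts of at least 1000 bases. These values stayed under 34%. Single length groups ran from 18.9% at 546 to 641 bases to 43.5% at 1458 to 1920 bases.

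The excess of peaks at gene ends was above 1 in each setting run. It was 3.51-fold in windows of 500 bp, 2.06-fold in windows of 2500 bp, 3.04-fold for peaks with −log10 q of at least 5, 4.48-fold at protein-coding ends and 1.97-fold against local shifts. The share of peaks at gene ends was 18.5% at 500 bp, 31.7% at 2500 bp, 25.4% at −log10 q of at least 5, 23.4% at a fold of at least 4 and 14.9% at protein-coding ends. The share of protein-coding genes with an end peak was 69.2% at 500 bp, 79.2% at 2500 bp, 66.7% with the q filter, 56.0% with the fold filter, 71.5% with an overlap of at least 200 bp and 65.6% with the pileup filter.

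For the endothelial panel the share was 100% at 2500 bp (99.8th percentile of random lists), 72.7% with the q filter (75.4th percentile) and 13.6% with the fold filter (below all lists), so under the q filter it was within the range of random lists. It stood at the 97.3th percentile at 500 bp and the 98.9th with an overlap of at least 200 bp. The brain endothelial panel fell to 64.7% with the q filter and with the pileup filter and to 52.9% with the fold filter, each within the range of the matched random lists. The panel of other brain cell types fell to 34.8% with the q filter (0.02nd percentile) and with the fold filter (1.07th percentile), and stood at the 0.16th percentile at 500 bp and the 0.845th with the pileup filter. The fenestrated or peripheral endothelial panel ran from the 0.755th percentile with the pileup filter to the 6.04th with the fold filter and the 11.0th at 2500 bp. With the fold filter the mesenchymal panel had 46.7% (22.4th percentile) and the housekeeping panel 70.0% (85.3th percentile). Lower shares under a stricter filter follow from having fewer peaks, so the percentiles are against random lists under the same filter.

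The depth of the ATAC list limits what an absent peak means: the lowest pileup called was 8.0 tags, and a gene without a peak was not detectable as accessible at this depth and setting.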

Other observations

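Of the tests below, those on transcript length, on scaling by transcript length, on the genome size, on the panel's background set to that of all genes, and the rescaled medians over fixed sets of transcripts, were chosen only after the result was seen, and the reading of the tests on effective length and on the local background was changed after their values were seen; the others were written down before their values were computed, though after the patterns they address had been noticed.

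The 2 RNA libraries carry the same cell line label, yet only 29.2% of transcripts with a mean of at least 1 TPM lay within 1.5-fold. In 20 Poisson draws around the pooled level of each transcript, 97.1% did, so counting noise alone would leave most transcripts within 1.5-fold. Separately prepared libraries in general differ by more than counting noise, and with 1 pair of libraries the usual size of that difference is not known here. A shift common to all transcripts does not account for the difference, since centring on the median gave 31.7%. Reads assigned to different isoforms of one locus were tested by summing runs of 10 neighbouring rows of the tables: 37.7% of the 13578 runs lay within 1.5-fold, compared with a mean of 35.0% (34.4% to 35.8%) for random orders of the rows. The gain over random order was smaller than the 5 percentage points set in advance, and row order is only a stand-in for shared loci. A chi-square of 316 per degree of freedom over the 28344 transcripts with at least 100 reads, which treats reads as independent, shows only that the tables are not the same library deposited under both names. The deposited RNA tables are named with another abbreviation of the cells than the sample titles, and whether both libraries are hCMEC/D3 was not tested. A difference in RNA handling or in the cultures was not tested either, and no biological explanation was tested because the labels give both libraries the same group. A sum over the transcripts of each gene would show how much of this is isoform assignment.

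The higher median in replicate 2 depends in part on the unit. Leaving out the 100 highest transcripts and rescaling left a median log2 difference of 0.67, so those 100 do not account for it. The 100 highest of each library took similar shares of TPM, 36.4% in replicate 1 and 34.0% in replicate 2. The 1000 highest took 68.4% and 60.5%. Leaving those out was not tried, so an effect of abundant transcripts as a wider set is not excluded. Without scaling by transcript length, in RPM, the median fell from 0.60 to 0.26. Among transcripts of at least 1000 bases it was 0.56 in TPM and 0.27 in RPM, close to the values over all lengths. That comparison keeps the TPM total, through which short transcripts act on long ones. Shorter transcripts took 61.1% of TPM in replicate 1 and 53.0% in replicate 2. Rescaling TPM over transcripts of at least 1000 bases alone shifted the log2 ratio of each by -0.27. Over the same 23582 transcripts the median went from 0.56 to 0.40, and it was 0.45 over the 30254 transcripts with a mean of at least 1 after rescaling. Without a pseudocount, over the 20512 above 0 in both libraries, it went from 0.67 to 0.39. That drop is the same constant shift, fixed by the TPM shares of shorter transcripts, so it is not a separate test. Removing the shift lowered the median and left it positive. The shared total can thus make up part of the difference in the median and not all of it. An effect of unstable effective lengths on that part is not excluded. The medians of the length groups spanned 1.15, which may reflect a difference in RNA fragmentation, selection or content between the libraries. The excess in replicate 2 was not monotonic in length. In TPM it was largest at 546 to 641 bases (1.25), and in RPM it was largest at 4721 to 27173 bases (0.92), with 0.56 at 546 to 641 bases.

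A run of 13 consecutive rows, the longest in the tables with at least 200 TPM in both libraries (the next longest had 2 rows), held 4.63% of TPM in replicate 1 and 13.9% in replicate 2. All 13 transcripts were higher in replicate 2, by 1.26-fold to 18.3-fold in TPM. In reads the run held 2.61% and 4.26%. The shortest transcript of the run, of 207 bases, had 4408 TPM in replicate 1 and 49401 TPM in replicate 2 from 2699 and 19202 reads. Its effective length was listed as 20.8 and 21.6 bases, nearly equal in both libraries, and it rose 8.72-fold in RPM. The files do not pair these transcripts with genes.

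The peak caller was given the mouse genome size for a human library. The background floor that follows from it, 2.37 tags, equals the lowest background implied by any peak, and 34.7% of peaks sit there. With the human preset of the caller the floor would be 1.64 tags and the fold of a peak at the floor would rise by up to 1.28-fold. As an upper bound, peaks of at least 4-fold would go from 66460 to 78253. The setting may thus have made calling more stringent in quiet regions. Regions that went uncalled for this reason are not in a peak list and were not counted.

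The loss of endothelial panel genes at a fold of at least 4 is the result that turned most on processing, from the 99.7th percentile of random lists to below all 10000 of them. It was noticed among 42 combinations of panel and setting and tested on the same data. A weaker accessibility signal was tested by keeping as many peaks by pileup, which left 81.8% of the panel with an end peak. The panel's median pileup, 38.6 tags, nevertheless stood at the 11.9th percentile of matched lists, so a lower signal is not excluded as a part of the loss. The local background was looked at next. Called peaks within the 10000 bp window made up a median of 66.5% of the background of the 69438 peaks above the floor, and the peak itself 35.4%. A large share follows in part from how the background is defined, from the same library in the same window, and the value is over all such peaks and not over the panel, so it does not settle the question. The median background of the endothelial panel, 11.5 tags, stood at the 99.6th percentile of matched lists. The background of a peak was worked out from its pileup and fold. A panel noticed for low fold, without an equally low pileup, therefore has a high background by construction. Background alone does not separate the panels: the housekeeping panel had a median background at the 97.6th percentile, higher than that of the endothelial panel in tags, but a median pileup of 65.1 tags and a median fold of 4.599, and 70.0% of its genes had an end peak of at least 4-fold. The mesenchymal panel, with a background of 11.2 tags and a pileup of 53.4 tags, at the 83.6th percentile, had a median fold of 3.76, at the 0.70th. With the median background of all protein-coding genes with an end peak, the endothelial panel's median pileup would give a fold of 4.46, and with the median pileup of those genes its own background would give 3.74. Because the background was derived from the fold, these values divide up the low fold and do not test its cause. A higher local background may account for more of the loss than a lower pileup, as a hypothesis resting on medians. Whether these genes lie in clusters of accessible regions for a biological reason cannot be settled with 1 library and no other cell type, and calling peaks with a genome-wide background would test the hypothesis.

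The same ranking effect appears across the list. Peaks at gene ends made up 42.5% of the highest quartile by pileup and 24.1% of the highest quartile by fold. The top 5% by each measure held 5321 peaks, of which 532 were in both.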
